A study of Homo sapiens with 6 samples. Its data were reported in "Sorting and packaging of RNA into extracellular vesicles shape intracellular transcript levels" (2022).

How the data were processed

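RNA-Seq libraries of HUVECs exposed to GW4869 (3 libraries) or DMSO (3 libraries) were used, grouped by the treatment given in the labels. Libraries were made with a stranded polyA kit. The authors removed low-complexity reads with Prinseq, removed reads that STAR 2.5.2b placed on rRNA sequences, and estimated abundances with Salmon 0.8.2 against the Ensembl release 90 transcriptome (GRCh38, coding and noncoding). The deposited estimated counts of the authors are fractional reads per transcript, with reads shared between transcripts by the Salmon model. The deposited TPM values of the authors are scaled to a fixed sum in each library and corrected for effective transcript length. The transcript lengths and effective lengths deposited by the authors are in nucleotides. Removal of duplicate reads and the use of strand in counting were not stated. Because Salmon divides ambiguous reads between similar sequences, counts of paralogs, pseudogenes and overlapping genes are less certain than those of other genes.

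Each library held 199149 transcripts, of which 97.8% were assigned to a gene by their identifier in GENCODE release 44. The 4336 transcripts without a gene, with 2.39% to 2.49% of the reads, were left out of gene counts and tested apart. Libraries held 17312759 to 18980494 estimated reads, of which 98.2% to 98.3% of those assigned to genes came from mRNA genes. Estimated counts were summed per gene and rounded. Protein-coding genes formed the mRNA class, lncRNA biotypes the lncRNA class and pseudogene biotypes a class of their own, and genes were kept by filterByExpr (edgeR defaults, minimum count 10, minimum total 15). This left 14485 genes. Genes of the Y chromosome and XIST were kept out of every named or plotted value.

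Counts were compared with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) after TMM scaling, two-sided, with treatment as the only term. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. CPM values are scaled by TMM and are given as mean ± SD (n = 3), and fold changes as log2 of GW4869 over DMSO with the standard error of the coefficient. For a gene with 0 reads in a group, a floor of 3 reads per library was used, which covers counting error only. Replicate numbers are shared by both groups, but after removal of group means no GW4869 library correlated best with the DMSO library of the same number, so replicates were not treated as pairs and a replicate block was an alternative. Replicates of a group differed by more than sampling noise in every pair (chi-square over degrees of freedom 2.59 to 3.90).

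A total of 34 gene lists for pathways, stress responses, vesicle biology, endothelial states, other cell types and library quality were fixed before the data were examined. The 31 lists with at least 5 tested members were tested with camera of limma 3.58.1 on the edgeR fit, with a preset correlation of 0.01, and with Benjamini-Hochberg adjustment over the lists. An estimated correlation and fry, which asks whether a list's genes move on balance one way, were alternatives. Counts adjusted over the list alone used the p-values of the members of one list. Classes of genes were compared by Fisher's exact test, which treats genes as independent. Fold changes were set against the abundance-weighted transcript length by Spearman's correlation across genes, and single values per library were compared by exact permutation of the 20 assignments of libraries to groups, which cannot give a two-sided p below 0.1.

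Named genes were chosen by a rule fixed before the data were examined. They were the 12 largest rises and 12 largest falls among called genes with a mean TPM of at least 1 and no overlap between groups, the 10 smallest p-values, up to 4 called members of each list with the largest fold changes (or the 2 with the highest TPM), the 6 called lncRNAs with the largest fold changes, and genes named in the study. Genes with clone-based names and pseudogenes were counted but not named. Genes named outside this rule are marked as chosen after their values were seen.

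Alternatives were RLE scaling, DESeq2 1.42.0, limma-voom, no filter on low counts, a mean TPM of at least 1, all gene biotypes, an average transcript length offset as tximport computes it, an adjusted p below 0.1, a replicate block and omission of each library. After seeing the data, counts without intron-retaining isoforms, DESeq2 with the length offset, the length of the most counted transcript, and class counts at a TPM of at least 1, from DESeq2 and with the length offset were added. The procedure was tested on simulated data made from these libraries, with 200 changed genes in each of 10 draws. It recovered 51.6% of genes changed 1.3-fold, 68.4% of those changed 1.5-fold and 82.7% of those changed 2-fold, and 10.4% of calls were false. With 0 genes changed it called 2 genes, and of 30 random lists it called 0. Random lists cannot check the preset correlation for lists whose genes vary together. Splits of the libraries other than the real one called 2 to 12 lists with the preset correlation. With an estimated correlation they called 0. Sets of vesicle-enriched and vesicle-depleted genes from the study were held in part and were not used here. Measurements on vesicles, qRT-PCR and other inhibitors were not analysed here.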

Results

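The data were 6 polyA RNA-Seq libraries of human umbilical vein endothelial cells (HUVECs), primary cells that line the vein of the umbilical cord. Cells had been exposed to 5 µM GW4869 for 48 h in 3 libraries, the drug being renewed at 24 h, and to the solvent DMSO in the other 3. GW4869 inhibits neutral sphingomyelinase, which releases ceramide from sphingomyelin, and is widely used to block the release of exosomes. The comparison of both groups asks which cellular mRNAs and long noncoding RNAs (lncRNAs) change when the formation of extracellular vesicles is inhibited. Libraries held 17528428 to 18369830 estimated reads with GW4869 and 17312759 to 18980494 with DMSO. The first principal component of the log counts held 29.96% of the variance and separated the groups. The second held 18.9% and did not. The labels do not state whether replicates were separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

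Endothelial cells exposed to GW4869 had higher levels of genes of cholesterol synthesis, lysosomes, the antioxidant response and inflammatory activation and lower levels of many lncRNAs, most of them by small folds. ADAMTS1, a secreted metalloprotease (ENSG00000154734, GRCh38 chromosome 21, 26835755 to 26845409), rose from 17.8 ± 0.544 to 63.0 ± 3.57 normalised CPM (mean ± SD, n = 3). Its log2 fold change was 1.82 ± 0.06 (SE, adjusted p = 1.0e-07). PTGS2, the inducible cyclooxygenase of prostaglandin synthesis (ENSG00000073756, chromosome 1, 186671791 to 186680922), rose from 32.6 ± 0.849 to 82.7 ± 2.93 CPM (mean ± SD, n = 3). Its log2 fold change was 1.34 ± 0.05 (SE, adjusted p = 1.1e-07). Other genes with the largest rises were the AP-1 subunits FOSB (log2 fold change 3.04) and FOS (1.53), the activin-binding follistatin FST (1.55) and the nuclear receptor NR4A1 (1.51). The homeobox factor HLX (1.31), the leukocyte adhesion molecule ICAM1 (1.29), CRIP1 (2.44), LINC00520 (1.96) and RENBP (1.31) were also among them. The smallest p-values included those of the activin subunit INHBA (log2 fold change 1.20), the metalloprotease MMP10 (1.06), TENM3 (0.97), the lipid phosphatase PLPP3 (0.92), the protease inhibitor TFPI2 (0.84) and the complement regulator CD55 (0.52). BUD23, an rRNA methyltransferase, had 38 to 84 estimated reads in the GW4869 libraries and 0 in each DMSO library. This is at least 19.4-fold higher against a floor of 3 reads per library. Reads in one group alone can also come from how Salmon assigned them, which was tested below only for a copy of the same length. The fold of BUD23 is therefore not taken as a response to the drug.

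Of the 14485 genes tested with edgeR, 1001 passed the threshold after Benjamini-Hochberg adjustment, 530 higher and 471 lower with GW4869. Their median fold was 1.21, with 161 changed at least 1.5-fold (74 higher, 87 lower) and 56 at least 2-fold (30 higher, 26 lower). All 3 GW4869 values lay on one side of all 3 DMSO values for 999 of the called genes. The same held for 27.0% of the tested genes, where chance gives 10%. The count fell to 505 without GW4869 replicate 2, 608 without DMSO replicate 1 and 541 without DMSO replicate 3, and rose to 1689 with no filter on low counts and to 1583 at an adjusted p below 0.1. With an offset for the average transcript length of each gene in each library, which raised the common dispersion from 0.00193 to 0.0168, 77 genes were called (56 higher, 21 lower), of which 67 had been called in the same direction without it (370 called in DESeq2 with the same offset). Of the 104 called genes chosen for naming, 43 lost the call without at least 1 library. Those that lost it in at least 3 of the 6 fits without 1 library included LINC01160, LINC01001, MEG9, KLC1-AS1, RPL31, RPL10A, EEF1A1, EIF4B, SNHG5, ASAH1, CHMP2B and IGF2BP1. So did DDIT3, TM7SF2, ISG20, CALCRL, ROBO4, THBD, PTTG1, KIF20A, KIF23, GDF15, GADD45A, RRM2B, ITGB3 and CD68.

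**Figure D1:**
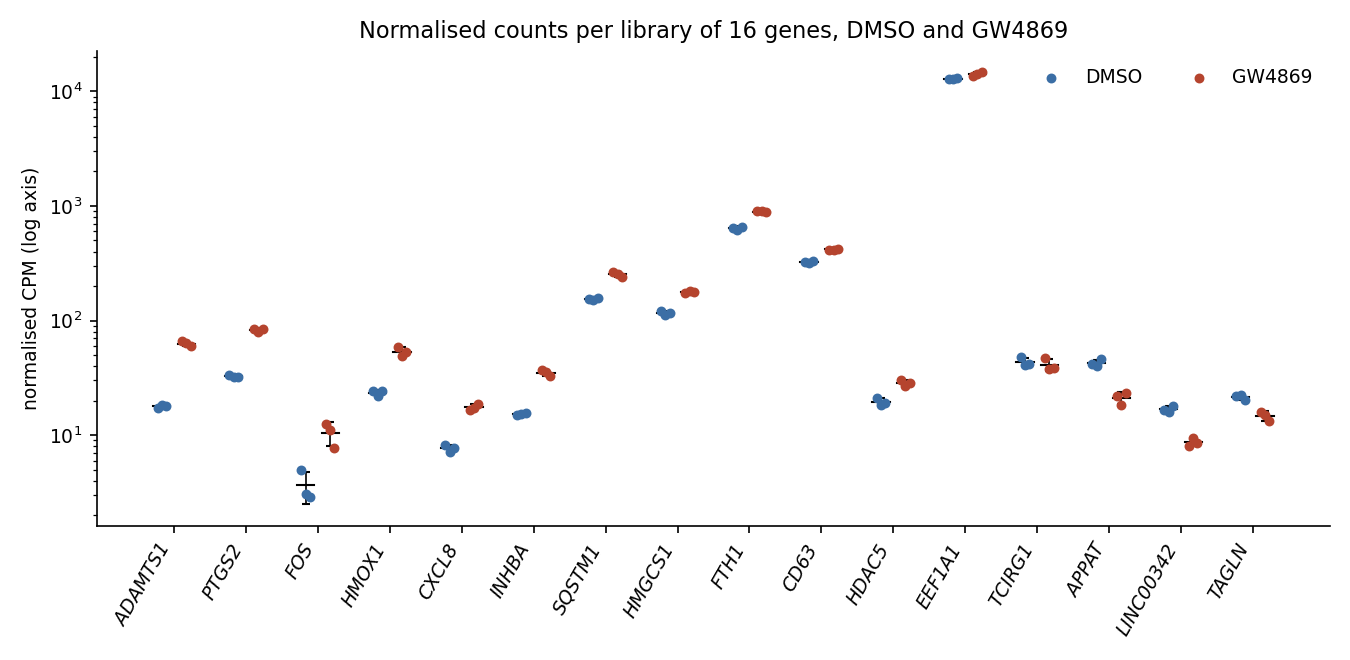
Normalised CPM (log axis) of 16 genes in each DMSO (blue) and GW4869 (red) library, where points are libraries, horizontal lines are means of 3 libraries and error bars are 1 SD. ADAMTS1 lay at 63.0 ± 3.57 with GW4869 and 17.8 ± 0.544 with DMSO, while TCIRG1, used as a reference gene by the study, overlapped between the groups.

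Genes of cholesterol synthesis and uptake rose as a group. Of 35 tested members, 26 rose and 0 fell (30 and 0 adjusted over the list alone). Their median log2 fold change was 0.29 (camera adjusted p = 9.0e-51, adjusted p = 0.0077 with an estimated correlation). HMGCS1, the synthase that supplies HMG-CoA to the mevalonate pathway (ENSG00000112972, chromosome 5, 43287470 to 43313512), rose from 116 ± 4.35 to 177 ± 4.33 CPM (mean ± SD, n = 3). Its log2 fold change was 0.61 ± 0.04 (SE, adjusted p = 7.0e-06). The sterol reductase TM7SF2 rose by 0.53 (0.88 without intron-retaining isoforms, adjusted p = 0.20, and called in 0 of the 6 fits without 1 library), the acetoacetyl-CoA thiolase ACAT2 by 0.49, and NPC2, which moves cholesterol out of the lysosome, by 0.49 on the log2 scale. Genes of the lysosome and of autophagy rose in 21 of 42 cases and fell in 0 (27 and 0 adjusted over the list alone). Their median log2 fold change was 0.20 (adjusted p = 6.0e-30, adjusted p = 0.0077 with an estimated correlation). Among them were the autophagy receptor SQSTM1 (0.72), the sialidase NEU1 (0.53), the sterol transporter NPC1 (0.48) and the folliculin partner FNIP1 (0.47). In sphingolipid metabolism, the pathway of the drug's target, 5 of 36 genes rose and 0 fell (9 and 2 adjusted over the list alone). This list had an adjusted p of 0.0013 (adjusted p = 0.052 with an estimated correlation and 0.40 with the length offset). Among those that rose were PLPP3, the lysosomal ceramidase ASAH1 (0.37) and the sphingosine 1-phosphate receptor S1PR1 (0.20). Of the neutral sphingomyelinases, SMPD2 had a log2 fold change of 0.05 ± 0.18 (SE, adjusted p = 0.91), which was -0.15 without GW4869 replicate 1. SMPD3, with 4 to 8 estimated reads per library, was not tested. SMPD4, named after its value was seen, had one of -0.13 ± 0.05 (SE, adjusted p = 0.11).

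Targets of NRF2, the transcription factor of the oxidative stress response, were higher as a list. Of 28 tested members, 10 rose and 0 fell (15 and 0 adjusted over the list alone). Their median log2 fold change was 0.14 (adjusted p = 8.6e-15, adjusted p = 0.0077 with an estimated correlation). Heme oxygenase HMOX1 rose from 23.4 ± 1.38 to 53.4 ± 4.88 CPM (mean ± SD, n = 3), a log2 fold change of 1.19 ± 0.07 (SE, adjusted p = 7.0e-06). The ferritin chains FTL and FTH1 rose by 0.57 and 0.48, and GCLM, of glutathione synthesis, by 0.25. The list of iron and heme handling, which shares HMOX1, FTL and FTH1 with the former, had 4 of 16 genes higher and 0 lower (5 and 0 adjusted over the list alone). Its median log2 fold change was 0.013 (-0.024 to 0.039 over the alternatives), with 10 positive and 6 negative. Its adjusted p was 6.9e-07 (adjusted p = 0.044 with an estimated correlation), and its other called gene was the biliverdin reductase BLVRB (0.50 ± 0.08, SE), whose call was lost at 0.20 ± 0.12 (adjusted p = 0.42) without intron-retaining isoforms. Of 8 tested targets of the aryl hydrocarbon receptor, 1 rose and 0 fell (1 and 0 adjusted over the list alone), namely NQO1 (0.21), which NRF2 also controls. This list did not pass (adjusted p = 0.27).

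Inflammatory genes of activated endothelium rose in 8 of 26 tested cases and fell in 0 (10 and 1 adjusted over the list alone). Their median log2 fold change was 0.17 (adjusted p = 5.6e-15, adjusted p = 0.0077 with an estimated correlation). Besides PTGS2, ICAM1 and MMP10, the neutrophil chemokine CXCL8 rose from 7.65 ± 0.509 to 17.6 ± 1.04 CPM (mean ± SD, n = 3), a log2 fold change of 1.20 ± 0.09 (SE, adjusted p = 2.6e-05). Interferon-stimulated genes did not pass as a list (adjusted p = 0.49). Of 31, 1 was higher and 1 lower (1 and 1 adjusted over the list alone), namely ISG20 (0.62 ± 0.16, SE) and TRIM22 (-0.18). ISG20 was at 0.33 ± 0.20 with the length offset (adjusted p = 0.54) and at 1.09 ± 0.25 without intron-retaining isoforms (adjusted p = 0.037), and 5 of the 6 fits without 1 library did not call it. Markers of angiogenic tip cells and the VEGF response had 9 of 28 genes higher and 1 lower (13 and 1 adjusted over the list alone), with an adjusted p of 2.8e-11 (adjusted p = 0.019 with an estimated correlation). Among called members, HLX, the basement membrane protein NID2 (0.75), the TIE2 ligand ANGPT2 (0.50) and RCAN1 (0.45) rose most. Immediate-early genes had 6 of 26 higher and 0 lower (8 and 0 adjusted over the list alone), among them ATF3 (0.99). Their adjusted p was 2.3e-06 (adjusted p = 0.12 with an estimated correlation). The unfolded protein and integrated stress response had 7 of 42 higher and 0 lower (14 and 2 adjusted over the list alone), among them DDIT3 (0.68), PPP1R15A (0.40) and TRIB3 (0.25). The adjusted p of this list was 2.3e-04 (adjusted p = 0.058 with an estimated correlation). Heat shock genes did not pass (adjusted p = 0.083, 0.0077 in fry), with 2 of 18 higher and 1 lower (5 and 3 adjusted over the list alone).

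**Figure D2:**
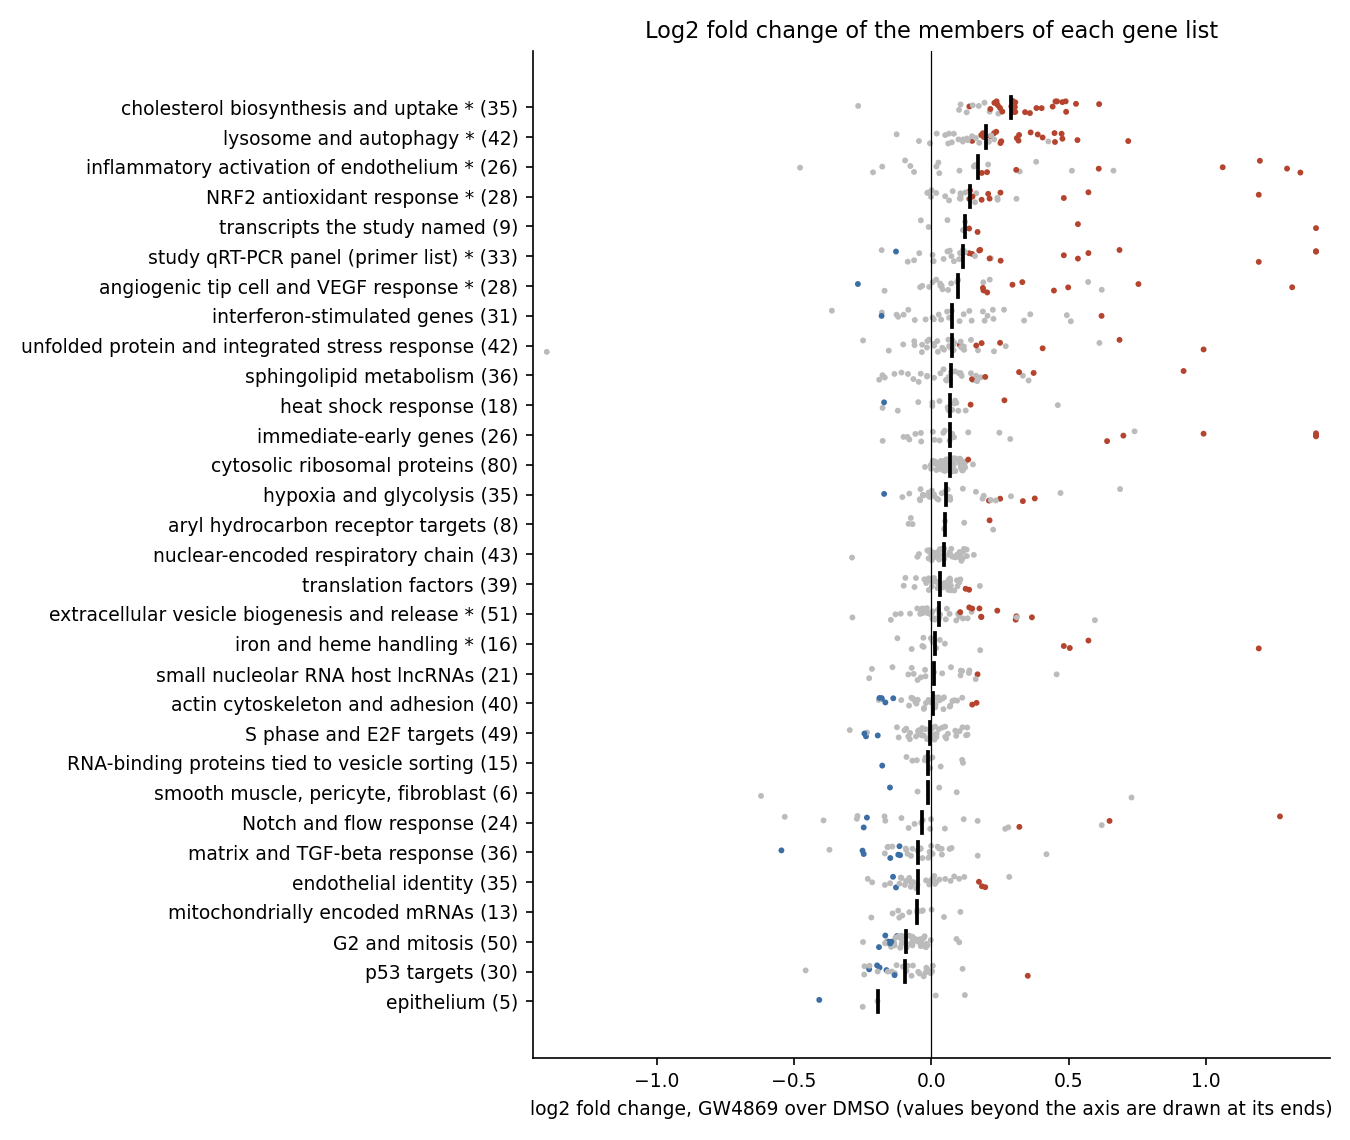
Log2 fold changes (GW4869 over DMSO) of the members of the 31 tested gene lists, where each point is a gene, red when called higher, blue when called lower and grey when not called, black bars are list medians and numbers in brackets count the tested genes. An asterisk marks the 8 lists called with an estimated correlation, of which cholesterol synthesis and uptake had the highest median, 0.29.

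Genes of vesicle formation and release were higher in 10 of 51 tested cases and lower in 0 (10 and 0 adjusted over the list alone). The median log2 fold change of this list was 0.03 (adjusted p = 6.0e-04, adjusted p = 0.044 with an estimated correlation). The list shares LAMP1 with that of the lysosome and autophagy, and 41 of its members were not called. A rise of most vesicle genes is thus not shown. The tetraspanin CD63 of late endosomes rose from 324 ± 7.46 to 417 ± 5.41 CPM (mean ± SD, n = 3), a log2 fold change of 0.37 ± 0.03 (SE, adjusted p = 5.4e-05). The tetraspanin CD9 rose by 0.31, RAB7A, which directs late endosomes to lysosomes, by 0.31 (0.20 with the length offset, adjusted p = 0.19), and the ESCRT subunit CHMP2B by 0.24. RNA-binding proteins tied to vesicle sorting did not pass as a list (adjusted p = 0.42). Of 15, 0 were higher and 1 lower (1 and 1 adjusted over the list alone), the latter being IGF2BP1 (-0.18 ± 0.04, SE). It was at -0.09 ± 0.12 with the length offset (adjusted p = 0.82) and lost its call in 5 of the 6 fits without 1 library. HNRNPA2B1, which the study perturbed as a possible sorting factor, had a log2 fold change of -0.07 ± 0.03 (SE, adjusted p = 0.22). HNRNPA1 had one of -0.01 ± 0.03 (SE, adjusted p = 0.88), whose sign varied between settings.

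Of the transcripts that the study singled out, some rose. FOS rose from 3.64 ± 1.15 to 10.5 ± 2.47 CPM and HDAC5, a histone deacetylase, from 19.5 ± 1.37 to 28.3 ± 1.75 CPM (mean ± SD, n = 3). Their log2 fold changes were 1.53 ± 0.22 and 0.53 ± 0.07 (SE, adjusted p = 0.0022 and 0.0014). With the transcript length offset they were 1.17 ± 0.45 and 0.48 ± 0.18 (SE, adjusted p = 0.35 and 0.34), and both calls were lost. Standard errors were larger and folds somewhat smaller, and the part of each in the lost calls was not tested. The elongation factor EEF1A1 rose by 0.14 and the lncRNA SNHG5 by 0.17. RPL14 (0.11), RPL41 (0.12), ANP32B (0.06) and GAS5 (-0.04) did not pass the test, though RPL14 and RPL41 did in DESeq2 (adjusted p = 0.043 and 0.034), and ANP32B and GAS5 changed sign with the length offset. As a list these transcripts, with HNRNPA1, had 4 of 9 higher and 0 lower (6 and 0 adjusted over the list alone), with an adjusted p of 4.1e-05 (adjusted p = 0.095 with an estimated correlation). Of the 33 genes taken from the study's table of qRT-PCR primers, 13 rose and 1 fell (19 and 1 adjusted over the list alone). RN7SL1, also in that table, is neither an mRNA nor an lncRNA gene and was left out. Their adjusted p was 4.5e-17 (adjusted p = 0.020 with an estimated correlation). The former list was assembled here, from transcripts that the study tested for intactness by RT-PCR and from FOS and HDAC5, which it described as rising with GW4869. Apart from the reference genes TCIRG1 and HOOK2, whether these libraries guided its choice of genes for qRT-PCR is not stated. The direction of both lists is thus not taken as independent evidence. The primer table also mixes vesicle-enriched transcripts, vesicle-depleted ones and reference genes. As a whole it therefore does not test what the study reported for either kind. The qRT-PCR reference genes TCIRG1 and HOOK2, chosen in part on these libraries, had log2 fold changes of -0.09 ± 0.08 and -0.18 ± 0.18 (SE, adjusted p = 0.61 for both). TCIRG1 ranged from -0.24 to -0.017 over the alternatives. HOOK2 turned to 0.06 with the length offset and to 0.02 without DMSO replicate 3.

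Translation genes, a class that the study described as prominent in vesicles, stood slightly higher. Cytosolic ribosomal protein mRNAs had a median log2 fold change of 0.07 with 77 of 80 positive. RPL31 (0.13) and RPL10A (0.11) were the 2 that rose, and 0 fell (0 and 0 adjusted over the list alone). The camera adjusted p was 1.2e-06 with the preset correlation and was lost in both other tests (adjusted p = 0.29 with an estimated correlation, adjusted p = 0.056 in fry). Translation factors had 2 of 39 higher and 0 lower (2 and 0 adjusted over the list alone), EEF1A1 and EIF4B (0.12). Their adjusted p was 0.036 (adjusted p = 0.29 with an estimated correlation, 0.073 with the length offset, 0.092 without GW4869 replicate 2 and 0.090 without DMSO replicate 1). The nuclear-encoded respiratory chain had 0 of 43 genes called and 0 adjusted over the list alone, with a median of 0.05 (adjusted p = 0.042, adjusted p = 0.38 with an estimated correlation). This list did not pass in fry (0.11), with the length offset (0.13), or without GW4869 replicate 1 (0.061), GW4869 replicate 2 (0.055) or DMSO replicate 2 (0.26). Mitochondrially encoded mRNAs had 0 of 13 called and 0 adjusted over the list alone (median -0.05, adjusted p = 0.075, 0.0031 with a replicate block, 0.048 with the length offset and 0.68 with an estimated correlation). This list passed without GW4869 replicate 3 (1.8e-07), DMSO replicate 1 (0.021) or DMSO replicate 2 (0.026). Mitochondrial genes took 3.91% ± 0.315 of the reads with GW4869 and 4.14% ± 0.153 with DMSO (mean ± SD, n = 3, two-sided exact permutation p = 0.3, smallest possible 0.1). Host lncRNAs of small nucleolar RNAs had 1 of 21 higher and 0 lower (1 and 1 adjusted over the list alone) and did not pass (adjusted p = 0.65).

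The study described vesicle-enriched transcripts as short, so fold changes were set against transcript length. Across the 14485 genes, which are not independent replicates, Spearman's rho between log2 fold change and length was -0.0809. It was -0.0285 for genes with a mean TPM of at least 1, and larger in size than -0.0809 with the length of the most counted transcript. In 4 bins of equal size, from the shortest genes to the longest, the median log2 fold change was 0.020, 0.0050, -0.0020 and -0.015. Per library, the median log2 difference between the shortest and the longest bin was 0.0364 ± 0.0201 with GW4869 and 0.000485 ± 0.0183 with DMSO (mean ± SD, n = 3). This difference did not pass (two-sided exact permutation p = 0.2, smallest possible 0.1).

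Long noncoding RNAs that changed mostly fell. Of 1535 tested lncRNA genes, 68 fell and 7 rose, against 385 and 521 of 12407 mRNA genes. The lncRNA gene APPAT (ENSG00000230606, chromosome 2, 97416165 to 97433527) fell from 42.7 ± 2.95 to 21.2 ± 2.55 CPM (mean ± SD, n = 3), a log2 fold change of -1.01 ± 0.08 (SE, adjusted p = 6.7e-05). FAM157C (-1.54), LINC01160 (-1.27), LINC01001 (-1.21), MEG9 (-1.07), LINC00342 (-0.95) and MIR34AHG, the host transcript of the microRNA miR-34a (-0.95), fell as well. So did SDCBP2-AS1 (-0.97) and KLC1-AS1 (-0.94), whose names place them opposite other genes, so that their counts are uncertain where strand was not used. With the length offset FAM157C was at -2.50 (adjusted p = 0.092) and MEG9 at -2.75 (adjusted p = 0.041). The largest falls among coding genes were the readthrough gene STX16-NPEPL1 (-1.82) and NPIPA7 (-1.31), a member of a family of similar copies, and reads of both can belong to other genes. LncRNA genes were called less often than mRNA genes (odds ratio 0.652, 95% confidence interval 0.505 to 0.832, Fisher's exact p = 3.1e-04). Their median standard error was 0.258, against 0.0643 for mRNA genes, so the lower rate of calls is not taken as a difference between the classes apart from power. Among called genes, lncRNAs were less often higher (odds ratio 0.0762, Fisher's exact p = 7.1e-17, a test added after the counts were seen). Fisher's tests treat genes as independent, whereas all come from the same 6 libraries, so these p-values do not measure the spread between libraries. Pseudogenes, whose reads are shared with their parent genes, had 18 of 543 lower and 2 higher. The lncRNA share of reads was 0.796% ± 0.00943 with GW4869 and 0.878% ± 0.0114 with DMSO (mean ± SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). Isoforms annotated as retaining an intron took 5.97% ± 0.183 of mRNA gene reads with GW4869 and 6.43% ± 0.0497 with DMSO (mean ± SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). The count of lower lncRNA genes was 35 without GW4869 replicate 2 and without DMSO replicate 3, 42 without DMSO replicate 1, 43 without GW4869 replicate 3 and without DMSO replicate 2, and 37 in DESeq2. It was 7, with 0 higher, with the transcript length offset and 21, with 0 higher, in DESeq2 with that offset, while the median log2 fold change of lncRNA genes stayed at -0.14 in both. The odds ratio for being called was then 0.807 (Fisher's exact p = 0.72) and 0.484 (Fisher's exact p = 5.1e-04). At a mean TPM of at least 1, 60 lncRNA genes fell and 6 rose. In each library, 13331 ± 86.2 genes had a TPM of at least 1 with GW4869 and 13598 ± 34.2 with DMSO (mean ± SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible).

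**Figure D3:**
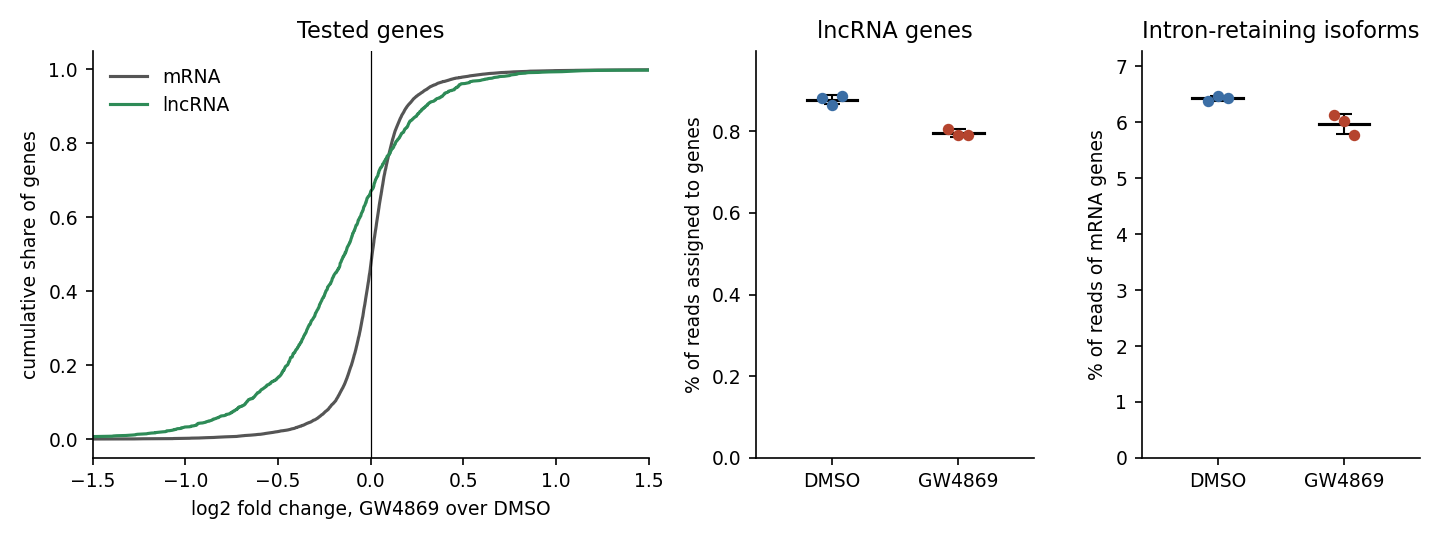
Cumulative share of tested mRNA and lncRNA genes by log2 fold change, GW4869 over DMSO (left), and the percentage of reads assigned to lncRNA genes (middle) and of mRNA gene reads on isoforms that retain an intron (right) in each library, with mean and SD. The median log2 fold change was -0.14 for lncRNA and 0.0081 for mRNA genes, and both read percentages were lower in every GW4869 library than in every DMSO library.

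Among coding genes, lists for cell division, p53 and matrix passed as lower with the preset correlation and not with an estimated one. Genes of G2 and mitosis had 0 of 50 higher and 7 lower (0 and 16 adjusted over the list alone). Their median log2 fold change was -0.09, with 48 negative (adjusted p = 9.5e-08, adjusted p = 0.36 with an estimated correlation and 0.056 in fry). The securin PTTG1 (-0.19) and the mitotic kinesins KIF20A (-0.17) and KIF23 (-0.16) were among those that fell. KIF23 was at -0.24 with the length offset and not called (adjusted p = 0.36). S phase and E2F targets had 0 of 49 higher and 3 lower (0 and 5 adjusted over the list alone) and did not pass (adjusted p = 0.38). Targets of p53 had 1 of 30 higher and 5 lower (1 and 11 adjusted over the list alone), with an adjusted p of 2.8e-04 (adjusted p = 0.093 with an estimated correlation). GADD45A (-0.23), RRM2B (-0.20) and MDM2 (-0.19) fell and the stress cytokine GDF15 (0.35) rose. With the length offset MDM2 was at -0.09 ± 0.08 (SE, -0.19 ± 0.04 without it) and RRM2B at -0.13 ± 0.20 (-0.20 ± 0.05 without it), neither of them called (adjusted p = 0.69 and 0.84). The call of RRM2B was lost in all 6 fits without 1 library, and that of MDM2 without GW4869 replicate 2 (adjusted p = 0.096) or GW4869 replicate 3 (adjusted p = 0.050). The call of GDF15 was lost without GW4869 replicate 1 (adjusted p = 0.070), DMSO replicate 2 (adjusted p = 0.075) or DMSO replicate 3 (adjusted p = 0.097), and its value fell to 0.06 ± 0.16 with the length offset (SE, 0.35 ± 0.08 without it). Matrix and TGF-beta response genes had 0 of 36 higher and 7 lower (0 and 9 adjusted over the list alone), with an adjusted p of 4.1e-04 (adjusted p = 0.052 with an estimated correlation). TAGLN, an actin-binding protein, fell from 21.5 ± 1.24 to 14.7 ± 1.39 CPM (mean ± SD, n = 3), a log2 fold change of -0.55 ± 0.08 (SE, adjusted p = 0.0027). Tropomyosin TPM1 fell by 0.25 and BMP4 by 0.25 on the log2 scale. Actin cytoskeleton and adhesion genes had 2 of 40 higher and 5 lower (2 and 5 adjusted over the list alone), among them ITGB3 (-0.19), MYH9 (-0.18) and VCL (-0.17). Their median was 0.0043 and their mean -0.016, and the list did not pass (adjusted p = 0.38). Hypoxia and glycolysis genes had 4 of 35 higher and 1 lower (4 and 1 adjusted over the list alone), led by NDRG1 (0.38) and the glucose transporter SLC2A3 (0.33). Their adjusted p was 0.037 (adjusted p = 0.39 with an estimated correlation). This list did not pass in fry (0.078), or without GW4869 replicate 1 (0.077), GW4869 replicate 2 (0.056), DMSO replicate 1 (0.11) or DMSO replicate 3 (0.084).

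Endothelial identity genes did not pass as a list (adjusted p = 0.54). Of 35, 3 were higher and 2 lower (5 and 4 adjusted over the list alone), FLI1 (0.18) and CALCRL (0.17) among the former and ROBO4 (-0.14, and -0.24 with the length offset, adjusted p = 0.22) among the latter. Notch and flow response genes had 3 of 24 higher and 2 lower (5 and 5 adjusted over the list alone) and did not pass (adjusted p = 0.89), with a median of -0.03 and a mean of 0.05. The flow-induced factor KLF4 (1.27), BMP2 (0.65) and thrombomodulin THBD (0.32) rose. Of markers of other cell types, those of smooth muscle, pericytes and fibroblasts had 0 of 6 higher and 1 lower (0 and 1 adjusted over the list alone), RGS5 (-0.15), with an adjusted p of 0.38. Their median was -0.011 and their mean 0.0046. Epithelial markers had 0 of 5 higher and 1 lower (0 and 2 adjusted over the list alone), KRT7 (-0.41), with an adjusted p of 0.070 that ranged from 0.033 to 0.29 over the alternatives. This list passed without GW4869 replicate 1 (0.045), DMSO replicate 1 (0.043) or DMSO replicate 3 (0.033). Too few markers of blood cells (2), lymphatic endothelium (4) and replication-dependent histones (4) were tested for a list test. CD68 (0.50), which lysosomes of many cells carry, rose among blood markers and LYVE1 (1.02), a hyaluronan receptor of lymphatic vessels, among lymphatic ones (1 higher and 0 lower in each, also adjusted over the list alone). Histone genes, a sign of non-polyadenylated RNA in the libraries, had 0 called and 0 adjusted over the list alone, though all 4 tested were positive (0.20 to 0.32, median 0.27). H2BC12 was at 0.28 (adjusted p = 0.67), a value that turned to -0.03 without GW4869 replicate 1.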

Values the study reported

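For untreated HUVECs, the study compared vesicles with cells and listed genes with vesicle-enriched transcripts (609 protein-coding, 72 lncRNA). It also listed genes with vesicle-depleted transcripts (680 protein-coding, 123 lncRNA). It gave a median length of 1993 nt for the enriched transcripts and 3938 nt for the depleted ones. After GW4869, the study found that the enriched transcripts rose in cells on average, mRNAs and lncRNAs alike. For mRNAs and lncRNAs without such enrichment, it reported no consistent effect of the drug. The fall of lncRNA genes given above is over all tested lncRNA genes, as the enriched set was not used here. The lncRNA class of the study included several pseudogene biotypes, which formed a class of their own here. For the reference genes of its qRT-PCR, it gave log2 fold changes with GW4869 of −0.19 for TCIRG1 and 0.03 for HOOK2.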

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

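The alternatives without intron-retaining isoforms, DESeq2 with the length offset, the length of the most counted transcript, and the class counts at a TPM of at least 1, from DESeq2 and with the length offset were chosen only after seeing the data. Of 104 called named genes, 0 changed sign under any of 17 settings and 32 kept their call under every setting that gave a value, among them FOSB, ADAMTS1, PTGS2, ICAM1, CXCL8, INHBA, HMOX1, FTL, FTH1, SQSTM1, NEU1, HMGCS1, ACAT2, CD9, PLPP3 and APPAT. Of 2003 values of named genes under alternatives, 1657 were the same in direction and call, 322 lost the call, 7 gained it and 17 changed sign.

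The number of called genes was 1689 (912 higher, 777 lower) with no filter, 1583 (811 and 772) at an adjusted p below 0.1, 77 (56 and 21) with the average transcript length offset, 370 (201 and 169) in DESeq2 with that offset, and 505 to 751 (291 to 394 and 214 to 365) with each library left out. Below 1.5 times from the reported count were DESeq2 (725), limma-voom (963), RLE scaling (998), a mean TPM of at least 1 (1040), all biotypes (984), omission of intron-retaining isoforms (700) and a replicate block (1084, of which 916 had been called without it). Of the 104 called named genes, 66 to 82 stayed called with each library left out, 33 with the offset and 53 in DESeq2 with the offset. With the offset the median standard error rose from 0.0739 to 0.129, as the average length varied between replicates (median SD 0.0861 on the log2 scale). Fold changes moved too, with a Spearman's rho of 0.760 between fold changes with and without it. The median absolute difference in log2 average length between groups was 0.0476. This is smaller than the median SD between replicates, so a shift in length between groups is not shown. The parts of the larger standard errors and of the moved fold changes in the lost calls were not tested. A threshold of 0.1 admits more genes by construction, omission of a library leaves fewer samples, and the cause of the other changes was not tested. Lower lncRNA genes numbered 35 to 53 with each library left out and 37 in DESeq2, and 7 with the offset and 21 in DESeq2 with the offset. The odds ratio of lncRNA against mRNA genes lost its call with the offset (0.807, Fisher's exact p = 0.72), where 0 lncRNA genes were higher. With an estimated correlation 8 lists were called, the ribosomal protein list having an adjusted p of 0.29, and 0.056 in fry. The G2 and mitosis list had one of 0.36, and 0.056 in fry. Spearman's correlation of fold change with length was -0.0285 at a mean TPM of at least 1 and -0.122 with the most counted transcript.

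Of the 1001 called genes, 26 changed sign with the offset, 26 in DESeq2 with the offset and 5 without intron-retaining isoforms, and 0 under each other setting. Among named genes, sign changes concerned values that had not passed the test. HNRNPA1 was at 4.2e-05 with no filter, 6.9e-04 with the offset, 8.6e-04 in DESeq2 with the offset and -0.020 to 0.0011 with each library left out. With the offset, and in DESeq2 with the offset, ANP32B was at -0.065 and -0.064, GAS5 at 0.136 and 0.136, and HOOK2 at 0.060 and 0.078. GAS5 was at 0.014 without intron-retaining isoforms. With each library left out, HOOK2 ranged from -0.334 to 0.016, SMPD2 from -0.151 to 0.158, MT-ATP8 from -0.070 to 0.209, H2BC12 from -0.032 to 0.482 and H1-2 from -0.043 to 0.551. Lists that changed direction had not passed either, with an adjusted p of 0.82 for Notch and flow response with a replicate block, 0.92 for interferon-stimulated genes with the offset, and 0.33 to 0.88 for Notch and flow response, 0.13 to 0.98 for endothelial identity and 0.33 to 0.86 for small nucleolar RNA hosts with each library left out. Mitochondrial mRNAs passed as lower without GW4869 replicate 3 (1.8e-07), DMSO replicate 1 (0.021) and DMSO replicate 2 (0.026), with a replicate block (0.0031) and with the offset (0.048), and epithelial markers with a replicate block (0.042), with the offset (0.039), and without GW4869 replicate 1 (0.045), DMSO replicate 1 (0.043) and DMSO replicate 3 (0.033). Iron and heme handling passed under all 11 settings, though its median log2 fold change ranged from -0.024 to 0.039. The causes were not tested. SMPD3 had too few reads to be tested.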

Other observations

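The tests of intron-retaining isoforms, of zinc finger genes and of lncRNA genes as a list, and the genes named in the next 2 paragraphs, were chosen only after the results were seen, and the BUD23 test was then narrowed to copies of the same length and to the reads of the copy.

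The cytosolic phospholipases PLA2G4A and PLA2G4C, which free arachidonic acid, rose by 0.74 and 1.10 on the log2 scale, and the constitutive cyclooxygenase PTGS1 rose from 46.7 ± 1.09 to 65.6 ± 2.35 CPM (mean ± SD, n = 3; log2 fold change 0.49). The secreted hormone STC1 rose from 23.8 ± 1.73 to 49.6 ± 2.70 CPM (1.06). In the cholesterol list, the transcription factor SREBF2 rose by 0.14. The sterol exporter ABCG1 rose (0.25), while ABCA1 (-0.27, adjusted p = 0.23) and MYLIP (0.15, adjusted p = 0.44) did not pass. Lysosomal membrane proteins LAMP1 (0.15) and LAMP2 (0.18) rose, and the vesicle tetraspanin CD81 did so near the threshold (0.10, adjusted p = 0.049).

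The lncRNA MALAT1 fell from 89.0 ± 2.08 to 64.7 ± 1.93 CPM (log2 fold change -0.46) and the paraspeckle RNA NEAT1 from 84.1 ± 3.69 to 69.0 ± 4.51 CPM (-0.28). The imprinted MEG3 (-0.75) and the microRNA hosts MIR222HG (-0.58) and MIR100HG (-0.45) also fell, while KCNQ1OT1 (-0.33, adjusted p = 0.11), OIP5-AS1 (0.04) and PVT1 (-0.12) did not pass. Among mRNAs, OGT (-0.48), LENG8 (-0.70), NKTR (-0.44) and PNISR (-0.32) fell. GOLGA8A (-0.71) and GOLGA8B (-0.49), similar copies whose reads can be shared, fell too. The interleukin 33 receptor IL1RL1 fell from 107 ± 7.94 to 69.2 ± 2.03 CPM (-0.63), and the pentraxin PTX3 by 0.53 on the log2 scale, in contrast to the inflammatory genes that rose.

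The first pattern followed up was the fall of lncRNA genes, whose median log2 fold change was -0.14. The tables argue against low counts and transcript length, since the lncRNA median lay -0.137 and -0.156 from the medians of mRNA genes drawn to match in count or in length, outside the central 95% of 1000 draws each. A candidate explanation is less unspliced or nuclear-retained RNA in the GW4869 libraries. The share of mRNA gene reads on intron-retaining isoforms was lower in every GW4869 library (difference of means -0.456 percentage points), and these isoforms fell relative to other isoforms in 2684 of 3798 genes (median log2 change -0.18). This test could have come out otherwise, but fewer genes reached a TPM of at least 1 in every GW4869 library (13263 to 13428, against 13575 to 13637 with DMSO), and whether the cells or the preparation of the RNA differed stays open.

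Related gene sets were tested with camera and adjusted over these sets alone, so their adjusted p-values are not comparable with those of the fixed lists. Gene counts include the intron-retaining reads, which had already been seen to fall. The set chosen by those reads is thus not independent evidence. The lncRNA genes as a list had an adjusted p of 1.4e-04 in camera (adjusted p = 0.0080 with an estimated correlation). The 1083 mRNA genes with at least 25% of their reads on intron-retaining isoforms had 21 higher and 75 lower (median -0.03, adjusted p = 0.0055, adjusted p = 0.15 with an estimated correlation), against 500 higher and 310 lower of the other 11324. Zinc finger genes of the ZNF series had 1 of 443 higher and 9 lower (adjusted p = 0.014, adjusted p = 0.11 with an estimated correlation).

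The second pattern was the slightly higher median of cytosolic ribosomal protein mRNAs. Of its 80 members 2 were called, and the list lost its call with an estimated correlation and in fry. mRNA genes of matching length had medians of 0.0066 to 0.058 in 95% of 1000 draws, and the list lay above them, by 0.032 over their median of 0.035. Short length may therefore account for about that part of the median of 0.066 and not for all of it, and high abundance for less, since the list lay 0.057 above genes of matching abundance. Differences between libraries apart from treatment stay open, as the splits are too few to judge, with 0.0664 for the real groups (1 of 10 splits reached it) and 0.0522 as the highest other.

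The third pattern was BUD23, with reads in GW4869 libraries alone. Salmon could assign the reads of 1 gene to a near-identical copy outside the gene annotation used here, and 1 of 4336 transcripts without a gene had exactly the length of the BUD23 transcript. Had it taken the reads of BUD23 in the DMSO libraries, it would hold there about the 3.28 ± 1.31 CPM that BUD23 had with GW4869. It held 0.0303 ± 0.0525 CPM with DMSO, and over all libraries 0.0861 times the reads of BUD23, which argues against this copy as the source. Copies of another length were not tested, and no biological explanation was tested.

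For the number of called genes, the 10 splits of 6 libraries into 3 and 3 are too few for a share below 0.05. The real groups gave 1001 genes, which 1 of the splits reached, and the highest other gave 2. For gene lists with the preset correlation, the real groups gave 19, which 1 of the splits reached, and the highest other gave 12. With an estimated correlation these counts were 8 and 0, and the size of the lncRNA median was 0.141 in the real groups and 0.0665 in the highest other split. Of the transcripts without a gene, 1180 were tested with edgeR and 0 were called, with 76 at an unadjusted p below 0.05.

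For TCIRG1 the log2 fold change here was -0.09 in edgeR with no length offset and -0.24 in DESeq2 with the offset. These are smaller and larger in size than the value quoted from the study above and lie in the same direction. For HOOK2 the log2 fold change here was -0.18 and 0.08 under the same settings. Both are larger in size than the value quoted from the study above, the former in the other direction and the latter in the same one. DESeq2 with the offset is closer to the processing that the study described.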
